A study of Homo sapiens with 2 samples.

How the data were processed

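Single cells of 2 cortical organoid samples were measured with 10x Genomics Chromium V2 chemistry, per the labels' protocols, a droplet method that captures the 3' ends of transcripts and marks each captured molecule with a unique molecular identifier (UMI). Both samples were wild-type organoids at 6 months, grown from the CVB line of human induced pluripotent stem cells. The labels describe them as replicates from parallel differentiations and give passage 37 for replicate 1 and passage 39 for replicate 2. Both samples belong to 1 group, so no comparison between treatments exists.

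The values deposited by the authors were raw UMI counts per gene and cell barcode, with no normalization, as whole numbers with a different total in each barcode. The aligner, the counting software, the genome build and the annotation are not given in the sources used here. The files listed 32738 Ensembl gene identifiers without symbols. Symbols were taken from GENCODE release 29 by identifier, which matched 31112 identifiers (95.0%). Identifiers without a match held 0.502% of the UMIs of replicate 1 and 0.507% of those of replicate 2. No coordinates are reported, because the build behind the counts is not known. Whether counting used strand or shared reads between copies of a gene is not stated, so ribosomal protein genes, which have many processed copies, and overlapping genes are uncertain. Only called cells were in the files, so background RNA could not be measured in empty droplets.

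Cells were kept with at least 500 detected genes and at most 10% of UMIs from the 13 mitochondrial genes. Doublets were called by Scrublet, as implemented in scanpy 1.11.5, in each replicate on its own with an expected rate of 5% and the automatic threshold. It called 5 barcodes (0.289%) in replicate 1 and 9 (0.517%) in replicate 2. So few calls leave doublets of unlike cells possible in clusters of very high UMI number. Counts were scaled to 10000 per cell and log transformed. A set of 2000 variable genes was chosen without mitochondrial genes, ribosomal protein genes and the 60 receptor, synapse and channel genes tested later. Clusters were made on both replicates together without integration, from 30 principal components and 15 neighbours, by the Leiden method (leidenalg 0.10.2) at resolution 1. The numerical work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0.

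Before the data were examined, 15 marker lists were fixed, with 96 genes of which 95 were found. Classes were named from these lists, except that for neurons of any kind, which was not used for names. PECAM1 was not found, which left the endothelial list with too few markers to name a cluster. The way the lists were scored was set after the data were seen. A marker counted as raised where its counts per 1e6 UMIs (CPM) in a cluster, with 10 CPM added on both sides, were at least 2 times those in the other cells and at least 10% of the cluster's cells had a UMI of it. A name needed at least 3 raised markers and, except for the glutamatergic and GABAergic lists, whose markers belong to different layers or subtypes, at least 50% of the list. Where several names qualified, the one with most markers among the 10 leading genes was taken. The mesenchymal name was withheld where the keratin genes KRT8 or KRT18 led the cluster. Clusters that met no rule stayed unnamed, and their share is given.

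Shares of cells are given per replicate with exact Clopper-Pearson 95% intervals, which cover counting error only, and as the mean ± SD of 2 replicates. For the share of cells with UMIs of GABAergic markers, each cell was thinned to 3000 UMIs, a number below the shallowest cell, so that no cell was left out. The thinning was repeated 100 times to give its range. The way the draw is shared between settings was changed after first values had been seen. Agreement between replicates was the Pearson and Spearman correlation across genes of log2(CPM + 1) for genes with a mean CPM of at least 10. Genes at least 2-fold apart were counted among those with at least 100 UMIs in the sums of both replicates together. For comparison, the pooled kept cells were split at random 100 times into sets of the same sizes as the replicates. No test was run between the replicates.

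For the receptor, synapse and channel genes, raw counts were summed per replicate over neuron-like cells (the glutamatergic-like class) and over progenitor or glia-like cells (radial glia-like, outer radial glia or astroglia-like and cycling progenitor-like classes). The 4 sums were compared with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with TMM normalization, the default expression filter and no block, with Benjamini-Hochberg adjustment over all genes and over the list alone and a threshold of 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. The unit was the library (n = 2). Both sums of a replicate come from 1 library, so the replicate number pairs them. The deviations between replicates were little related between neuron-like and progenitor or glia-like sums (Pearson correlation 0.0065 across 8761 genes with a mean CPM of at least 10, and 0.0691 across 1468 with at least 100), except for ribosomal protein genes (0.789). Tested on simulated counts for this comparison, with 200 of 13126 genes changed, the procedure recovered 94% of 2-fold and 100% of 4-fold changes with 6 false calls. That simulation drew the sums independently at a common dispersion, with as many genes raised as lowered. In the data far more genes were called, 4913 higher and 4877 lower of 13363. The simulation therefore says little about false calls under such broad change. The count of genes at least 2-fold apart between the replicates, tested on simulated counts of 12125 genes with 200 changed 4-fold, recovered 100% of them with 0 false calls. The changed genes were chosen among those with high counts, and the draws held counting error only, without the spread between cells. The simulation therefore does not give the error of this count in the data, where random splits gave up to 14 genes each way.

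The text names the fixed markers and the fixed list. From the list it gives full statistics for the 5 genes with the largest rise and the 5 with the largest fall past the threshold over the list alone and changed the same way in both replicates. Only 3 falls qualified. Some genes that these rules name, and the results that rest on them, are not given. It also names the 5 genes with the highest and the 5 with the lowest CPM ratio between replicates, and leading genes of clusters. Mitochondrial genes are reported only as a share.

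The alternatives fixed before the data were examined were no filter on genes or mitochondrial share (doublet calls still removed), a stricter cell filter (at least 1000 genes and at most 5% mitochondrial UMIs), doublets kept and each replicate left out. For clustering they were resolution 0.5 or 2, 1000 or 4000 variable genes, 30 neighbours, each replicate on its own, thinned cells and another random seed. For the GABAergic markers they were at least 1 or at least 3 markers and no thinning. For agreement they were a minimum of 30 or 300 UMIs, TMM scaling, CPM without mitochondrial and ribosomal protein genes, and replicate 2 reweighted to the class shares of replicate 1. For the list they were a replicate block, DESeq2 1.42.0, DESeq2 size factors in edgeR, no filter on low counts and sums of all classes in 1 fit. Alternatives added after the data were seen left out the cycling clusters with fewer than 3 raised radial glia markers and left out the neuron-like cluster led by stress genes. A comparison of GABAergic-like with glutamatergic-like sums had also been fixed and was not run, because no cluster was named GABAergic-like.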

Results

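Cortical organoids are free-floating aggregates of pluripotent stem cells that are guided towards cerebral cortex by inhibition of SMAD signalling, expanded with growth factors and matured for months under agitation. Gene expression was measured in single cells of 2 wild-type organoid samples of the CVB stem cell line at 6 months, as raw UMI counts. Replicate 1 held 1739 barcodes with 19551215 UMIs, a median of 8232 UMIs and a median of 2871 genes per barcode. Replicate 2 held 1752 barcodes with 18323330 UMIs, a median of 7997 UMIs and a median of 2818.5 genes. The shallowest barcode had 3727 UMIs in replicate 1 and 3485 in replicate 2. The design posed the questions which cells these organoids contained, how closely separate differentiations matched, and which cells expressed the genes behind electrical network activity.

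The mitochondrial limit of 10% removed 10 barcodes of replicate 1 and 11 of replicate 2, and no barcode fell under 500 genes. Doublet calls removed 5 and 9 more, which left 1724 cells in replicate 1 and 1732 in replicate 2. The median UMI number of kept cells was 8214 in replicate 1 and 7983.5 in replicate 2. Mitochondrial genes took a median of 2.92% of UMIs per kept cell in replicate 1 and 2.82% in replicate 2. The stricter cell filter moved the number of kept cells most, to a mean of 1606.5 per replicate, and the mean of the median UMI numbers went from 8098.75 to 8043.25.

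The kept cells formed 24 clusters, of which 15 could be named from the fixed markers. Glutamatergic neuron-like cells made up 7 clusters and were the most abundant class, at 42.9% (95% interval 40.5 to 45.2) of replicate 1 and 44.9% (42.6 to 47.3) of replicate 2, or 43.9% ± 1.45 (SD, n = 2). One of these clusters, with 58 cells in replicate 1 and 94 in replicate 2, was led by genes of glycolysis and low oxygen (CA9, ALDOC, HK2, PGK1) beside raised glutamatergic markers such as SLC17A7 and NEUROD6. Radial glia-like cells made up 11.3% (9.85 to 12.9) of replicate 1 and 10.6% (9.16 to 12.1) of replicate 2. They included a cluster of 105 cells with genes of DNA synthesis among its leading genes (PCLAF, RRM2, CCNE2) and 4 raised cycling markers, so the border between the radial glia-like and cycling classes is not sharp. Outer radial glia or astroglia-like cells made up 4.18% (3.28 to 5.23) and 4.45% (3.52 to 5.53). Together these classes held 15.2% ± 0.336 (SD, n = 2) of cells. Cycling progenitor-like cells made up 10.8% (9.36 to 12.3) of replicate 1 and 8.66% (7.38 to 10.1) of replicate 2. The largest cycling clusters, with 128 and 110 cells, raised 1 and 0 of the radial glia markers at median UMI numbers of 21086 and 25626.5, and the second of them also raised 4 of the mesenchymal markers. Intermediate progenitor-like cells made up 4.64% (3.70 to 5.74) of replicate 1 and 5.25% (4.25 to 6.41) of replicate 2. With the replicates clustered together, the 95% intervals of the replicates overlapped in each named class. With each replicate clustered on its own they did not for 4 of these classes. The glutamatergic neuron-like share was then 38.3% (36.0 to 40.6) in replicate 1 and 47.3% (44.9 to 49.7) in replicate 2, and the radial glia-like share 12.7% (11.2 to 14.4) and 4.91% (3.94 to 6.03). The outer radial glia or astroglia-like share was 3.83% (2.97 to 4.85) and 9.58% (8.24 to 11.1), and the intermediate progenitor-like share 11.1% (9.64 to 12.7) and 8.03% (6.79 to 9.41). The radial glia-like and outer radial glia or astroglia-like classes together held 16.5% (14.8 to 18.4) and 14.5% (12.9 to 16.2), which overlapped, and a mesenchymal-like cluster was named in replicate 2 alone (1.73%, 1.17 to 2.46, against 0 in replicate 1).

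**Figure D1:**
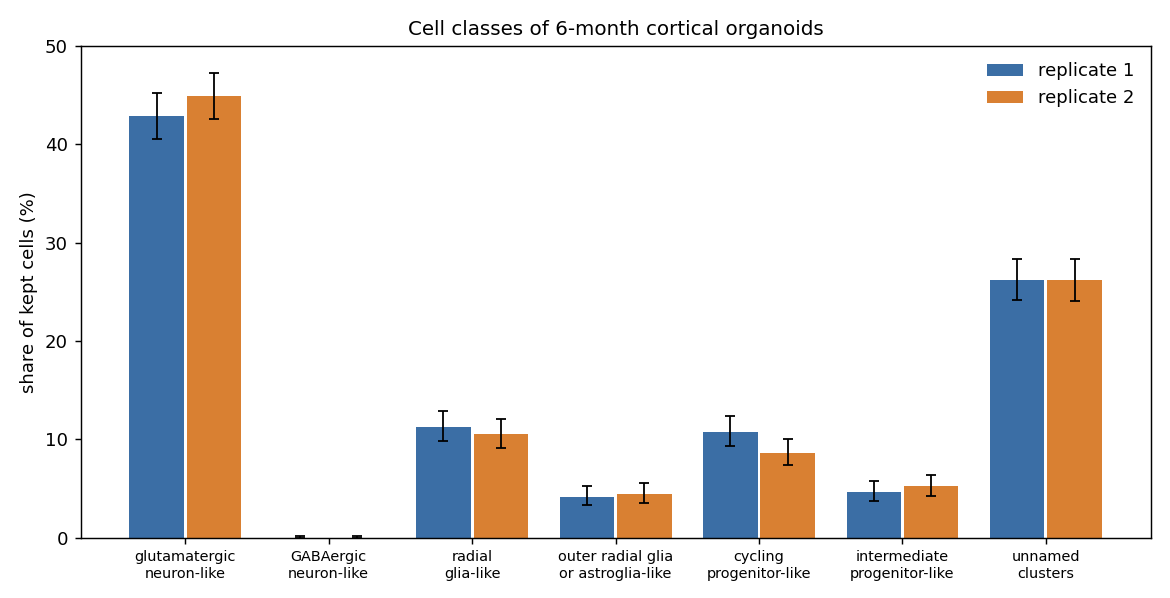
Share of kept cells (%, vertical axis) in each class for replicate 1 and replicate 2, with exact 95% Clopper-Pearson intervals as error bars (counting error only). The glutamatergic neuron-like share was 42.9% and 44.9%, the GABAergic neuron-like share was 0 in both replicates, and the intervals of the replicates, clustered together, overlapped in each class.

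The remaining 9 clusters stayed unnamed and held 26.2% of each replicate (24.2 to 28.4 in replicate 1 and 24.1 to 28.3 in replicate 2). The cluster with most cells among them, 208, was led by HLA-B, GATM and NPY. A cluster of 145 cells was led by stress genes (DDIT3, CRYAB, BNIP3) and had a median mitochondrial share of 0.11%. Clusters of 113, 99 and 68 cells were led by PI15 and CAV1, by S100B and IGFBP5, and by NPPC and PAX3. A cluster of 101 cells raised COL1A1, COL1A2, COL3A1 and POSTN, but KRT8 was among its leading genes, so the mesenchymal name was withheld. This cluster made up 3.25% of replicate 1 and 2.60% of replicate 2. A cluster of 67 cells was led by CRABP1, NHLH1 and NEFM. A cluster of 61 cells had leading genes of radial glia (EMX2, LHX2) at a median of 13636 UMIs, and 1 of 43 cells was led by RGS2 and CLK4. No cluster was named oligodendrocyte precursor-like, choroid plexus-like, muscle-like, retina-like, microglia-like or pluripotent-like. The list for neurons of any kind was not used for names, and the endothelial list could name none. Thinning the cells before clustering moved the glutamatergic neuron-like and unnamed shares most, to 28.9% and 36.0%. With 1000 variable genes the radial glia-like share was 3.79% and the outer radial glia or astroglia-like share 9.78%.

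No cluster was named GABAergic neuron-like in either replicate. A count of 0 among 1724 cells of replicate 1 allows a share of up to 0.174%, and 0 among 1732 cells of replicate 2 up to 0.173%, by a limit of 3 counts; the exact upper bounds are 0.214% and 0.213%. These limits cover counting error only and say little, since the smallest cluster found had 22 cells. In the measure that needs no clusters, at 3000 UMIs per cell, 11 cells of replicate 1 (0.638%, 0.319 to 1.14) and 5 cells of replicate 2 (0.289%, 0.0938 to 0.672) had UMIs of at least 2 of the 9 GABAergic markers, or 0.463% ± 0.247 (SD, n = 2). In radial glia-like and cycling cells, the background for this measure, the share was 0.787% (0.163 to 2.28) of 381 cells and 0.901% (0.186 to 2.61) of 333 cells. Their median UMI numbers before thinning were 8945 and 8684, against 8214 and 7983.5 for all kept cells. The share over all cells thus did not exceed the background. The background cells are part of all kept cells and may themselves include rare GABAergic cells, so this comparison cannot exclude such cells. With at least 3 markers, 6 cells of replicate 1 and 2 of replicate 2 remained. Of these, 2 in replicate 1 and 2 in replicate 2 were background cells. These values come from 1 draw of the thinning. Over 100 draws the share had a median of 0.493% (0.348 to 0.754) in replicate 1 and 0.231% (0.116 to 0.462) in replicate 2, and the background a median of 0.525% (0.525 to 0.787) and 0.601% (0.601 to 1.20). Without thinning it was 1.22% and 0.808%, against a background of 1.05% and 1.502%, with overlapping intervals, and asking for only 1 marker moved its mean most, to 6.16%. The marker list was not fully specific against the background cells, so this background is an upper one.

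GAD1 and GAD2 were raised in 1 unnamed cluster, that of 67 cells led by CRABP1. It held 23 of the 33 GAD1 UMIs of replicate 1 and 9 of the 36 of replicate 2, and 11 of the 39 GAD2 UMIs and 7 of the 44. At 3000 UMIs per cell, 3 of its 35 cells in replicate 1 (8.57%, 1.80 to 23.1) and 2 of its 32 cells in replicate 2 (6.25%, 0.766 to 20.8) had UMIs of at least 2 markers. Without thinning the shares were 11.4% (3.20 to 26.7) and 6.25%. The cluster was singled out because GAD1 and GAD2 were raised in it, so its excess over the background is no test of GABAergic identity. The planned comparison of receptor, synapse and channel genes between GABAergic-like and glutamatergic-like cells was not run for want of a GABAergic-like cluster.

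Across 8600 genes with a mean CPM of at least 10, the sums over all kept cells correlated between the replicates with a Pearson r of 0.9968 and a Spearman rho of 0.9936. Genes are not independent replicates, and no test was attached to these values. Over 100 random splits of the pooled cells, r ran from 0.9957 to 0.9977. The SD of the log2 ratio across genes was 0.121 between the replicates and 0.102 to 0.14 between random splits of the pool, so that by this measure the replicates differed by no more than sets of cells drawn from 1 pool. Ribosomal protein genes were an exception, with an SD of 0.0734 against at most 0.0563 in the splits. Leaving mitochondrial and ribosomal protein genes out of the CPM moved r most, to 0.9961. Within classes, r was 0.994 in glutamatergic neuron-like cells, 0.991 in unnamed clusters, 0.988 in cycling progenitor-like cells, 0.978 in radial glia-like cells, 0.931 in intermediate progenitor-like cells and 0.926 in outer radial glia or astroglia-like cells. The lowest of these values came from the smallest sums, of 432907 to 525039 UMIs.

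**Figure D2:**
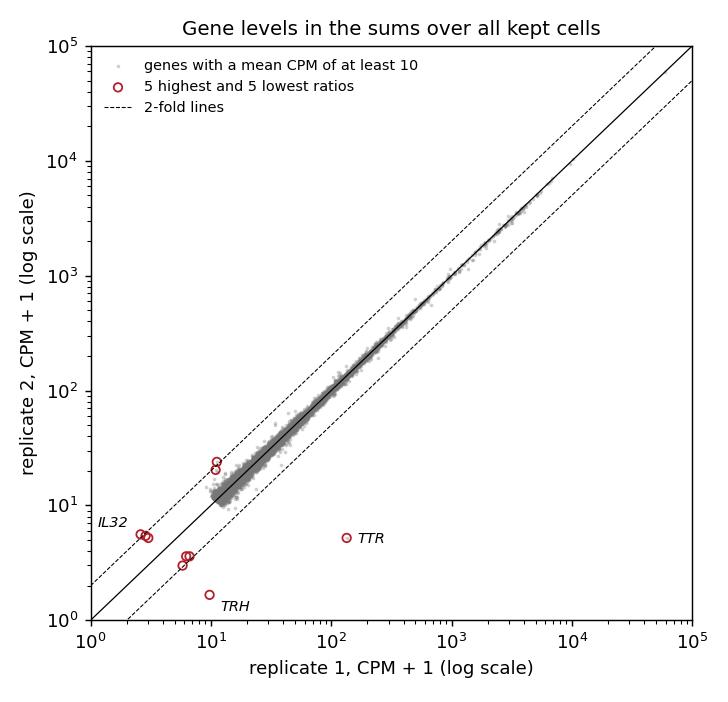
CPM + 1 of each gene with a mean CPM of at least 10 (grey) and of the genes with the 5 highest and 5 lowest ratios (circles) in the sum over all kept cells of replicate 1 (horizontal axis) and replicate 2 (vertical axis), both on log scales, with lines at equality and at 2-fold. Most points lie along the line of equality (Pearson r 0.9968), and TTR lies farthest from it, at 133 CPM in replicate 1 and 4.21 CPM in replicate 2.

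Of 12130 genes with at least 100 UMIs in both sums together, 5 were at least 2-fold higher in replicate 1 and 4 at least 2-fold higher in replicate 2. Random splits gave up to 14 genes each way. TTR (ENSG00000118271) had 2575 UMIs in replicate 1 and 76 in replicate 2, a CPM ratio of 31.7 (exact 95% interval 25.2 to 40.4, counting error only), and 1 cell of replicate 1 held 2213 of its UMIs. TRH (ENSG00000170893) had 169 and 12 UMIs, a ratio of 13.2 (7.35 to 26), with 75 UMIs in 1 cell. TNNI1 had a ratio of 2.42 and CPVL of 2.01. At the other end, IL32 had a ratio of 0.350, CSTA of 0.421, CAV1 of 0.445, AC027288.3 of 0.480 and TAC1 of 0.513. In 1 cell of replicate 1 lay 65 of its 93 TNNI1 UMIs, and in 1 cell of replicate 2 lay 42 of its 83 IL32 UMIs. For CPVL, CSTA, CAV1, AC027288.3 and TAC1 no single cell held so large a part. Each of these ratios compares single libraries and has no replicate check. The count depended on the minimum: at 30 UMIs, 46 and 57 genes were at least 2-fold apart, and at 300 UMIs 1 and 1.

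For the genes behind network activity, neuron-like sums of 739 and 778 cells (6084524 and 6180755 UMIs) were compared with progenitor or glia-like sums of 453 and 410 cells (5898808 and 4964875 UMIs). Without the largest cycling clusters, which raised 1 and 0 of the radial glia markers, the latter sums were 2707192 and 2287960 UMIs, so most of their UMIs came from clusters that did not meet the rule for radial glia. Of the 60 listed receptor, synapse, channel and transporter genes, 52 had enough counts to be tested. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 47 were higher and 3 lower in neuron-like cells when adjusted over the list alone, and 47 and 3 when adjusted over all 13363 genes tested. GRIK2 and KCNA2 were the 2 tested genes not called, with 20 and 12 UMIs in the neuron-like sum of replicate 1. All 52 tested genes moved the same way in both replicates. In the same fit 4913 of all genes were higher and 4877 lower. With n = 2, this test rests on a small number of libraries, which limits what its p values say about further differentiations. The median log2 ratio of all tested genes was 0.23 on the CPM scale and 0.02 after TMM normalization, to which the fold changes below refer. The classes were formed without the listed genes, but not without other neuronal genes.

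All 13 synaptic vesicle and postsynaptic density genes were higher in neuron-like cells, with log2 fold changes from 1.14 to 4.48. The 10 GABA receptor genes tested were higher, from 2.16 to 6.10. Of 13 glutamate receptor genes tested 12 were higher, and of 13 voltage-gated channel genes 11 were higher. Of the 3 chloride transporter and gap junction genes tested, SLC12A5 was higher (log2 fold change 1.85) and the other two were lower. Among the 8 genes without enough counts were GRIN2A, GRIN2D, GRIK1, GABRA4, GABRG1 and GJB2.

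Of the 5 largest rises 4 are given, which were at low counts in the progenitor or glia-like sums. GRIK3 (ENSG00000163873) had 16 and 11 UMIs in the neuron-like sums and 0 in both progenitor or glia-like sums, so it was at least 7.97-fold higher in CPM against a limit of 3 counts over both sums (edgeR adjusted p over the list 2.62e-06). GABRA2 (ENSG00000151834) had 8.98 ± 1.71 CPM (SD, n = 2) in neuron-like cells and a total of 1 UMI in the others, a CPM ratio of 97.4 with an exact interval of 17.1 to 3883 (edgeR adjusted p 3.78e-12). GRM5 (ENSG00000168959) had 45.7 ± 1.22 against 0.673 ± 0.472 CPM, a log2 fold change of 5.87 (SE 0.26, edgeR adjusted p 9.48e-24). GABBR2 (ENSG00000136928) had 128 ± 4.23 against 2.07 ± 0.772 CPM, a log2 fold change of 5.74 (SE 0.16, edgeR adjusted p 3.55e-31). The size of these changes depended on the clusters: at resolution 0.5 the log2 fold change was 4.40 for GABRA2, 3.50 for GRM5 and 4.06 for GABBR2.

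The gap junction gene GJA1 (ENSG00000152661) fell most, with 2.86 ± 1.30 CPM (SD, n = 2) in neuron-like and 43.5 ± 2.03 CPM in progenitor or glia-like cells, a log2 fold change of -4.15 (SE 0.19, edgeR adjusted p 3.19e-23). It was only -0.995 once the largest cycling clusters were left out, an alternative chosen after the data were seen. The chloride importer gene SLC12A2 (ENSG00000064651) had 11.1 ± 1.95 against 22.1 ± 1.61 CPM, a log2 fold change of -1.23 (SE 0.16, edgeR adjusted p 5.15e-09). The largest change in a count under another setting was in DESeq2, which called 3376 of all genes higher and 3870 lower, and for 59 list genes tested 47 higher and 3 lower when adjusted over the list alone, with 49 of the 50 calls shared.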

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

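The tests in this part were chosen after the values were seen. The item here is TTR, a choroid plexus marker, in barcodes that the cell filter and doublet calls removed. Of these, the ones over the mitochondrial limit entered only the alternative without that limit. In replicate 1, 9188 of the 11763 TTR UMIs of the deposited barcodes lay in the 15 removed barcodes. Replicate 2 had 77 TTR UMIs in all, of which 1 lay in its 20 removed barcodes.

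Free RNA from broken cells would spread over the barcodes. Instead 96.9% of the TTR UMIs of replicate 1 lay in 3 barcodes, which argues against free RNA as the source. The first, removed at a mitochondrial share of 15.5%, had 8193 TTR UMIs, or 23.5% of its UMIs. The second, kept at 9.26%, had 2213. The third, removed at 17.6%, had 994. In these 3 barcodes the other 4 choroid plexus markers (CLIC6, FOLR1, KCNJ13, AQP1) had 50 UMIs together, and in the remaining 1736 barcodes 41, a CPM ratio of 304. The values fit a few choroid plexus-like cells, a candidate explanation made on the same data, and their mitochondrial shares put 2 of them over the limit. With 3 barcodes in 1 library, whether the difference from replicate 2 reflects the differentiations or the chance capture of rare cells was not tested. No biological explanation was tested, since the design gives 1 group.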

How the results depend on the processing

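The alternatives that left out the cycling clusters with few radial glia markers or the neuron-like cluster led by stress genes were chosen after the data were seen. Of the values that answer a comparison, 144 moved by less than the spread between replicates under an alternative and 41 by more. For correlations the spread was the SD over random splits, and for counts it was 1.5 times. These values are depths, shares, correlations and counts, which have no direction that could reverse. The 144 include the GABAergic neuron-like share, which was 0 in every setting. Values without a replicate are not counted here, since with n = 2 they always lie within the SD of the mean. Under the alternatives run, none of the 50 called list genes changed direction, and the counts of list genes higher and lower stayed within 1.5 times of 47 and 3. Adjusted over the list alone, all 50 called list genes kept their call in each alternative except for 1 gene in DESeq2 and GRIK3. GRIK3 was not tested once the cycling clusters with few radial glia markers were left out. Adjusted over all genes, DESeq2 called 45 list genes higher and 3 lower. The fit without those cycling clusters also called 45 and 3 over all genes, against 46 and 3 over the list alone. The size of the changes was less stable, and the cause was not tested. At resolution 0.5 the log2 fold change was 4.40 for GABRA2, 3.50 for GRM5 and 4.06 for GABBR2, and without those cycling clusters it was 5.18, 5.35 and 5.37, -0.995 for GJA1 and -1.06 for SLC12A2. The replicate block changed no call of the list and gave 4874 genes higher and 4856 lower among all genes. Without either replicate this comparison has 1 sum per class, so its counts could not be computed. The log2 ratio of each replicate alone had the same direction for the 52 genes. The comparison of GABAergic-like with glutamatergic-like cells could not be run under any alternative for want of a GABAergic-like cluster, and agreement between replicates has no value without one of them.

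The class shares depended on the clustering; the cause was not tested. Without a filter on genes or mitochondrial share, which kept 1735 and 1743 barcodes after doublet calls, the glutamatergic neuron-like share was 41.2%, the radial glia or astroglia-like share 14.8%, the intermediate progenitor-like share 7.36% and the unnamed share 25.6%, from a mean of 1739 cells per replicate, and r between replicates was 0.9961. The stricter filter kept 1606.5 cells per replicate and gave 2.77% mitochondrial UMIs, an unnamed share of 21.6% and an r of 0.9972; keeping doublets gave 1735 cells and 25.5% unnamed. At resolution 0.5 the radial glia or astroglia-like share was 17.1% and the unnamed share 23.2%. At resolution 2 they were 12.6% and 24.1%, with 8.51% intermediate progenitor-like. With 1000 variable genes the glutamatergic share was 45.5%, the radial glia or astroglia-like share 13.6% (3.79% radial glia-like and 9.78% outer radial glia or astroglia-like), the intermediate progenitor-like share 5.96% and the unnamed share 25.6%. With 4000 the radial glia or astroglia-like share was 13.1%, the cycling share 12.2% and the unnamed share 22.7%. With 30 neighbours the radial glia or astroglia-like share was 14.6%, the intermediate progenitor-like share 5.76% and the unnamed share 22.1%. Another seed gave 26.1% unnamed. Thinned cells gave 28.9% glutamatergic, 13.1% radial glia or astroglia-like, 10.9% intermediate progenitor-like and 36.0% unnamed. Clustering each replicate on its own gave 9.55% intermediate progenitor-like and 21.3% unnamed, and parted the replicates: the glutamatergic neuron-like share was 38.3% and 47.3%, the radial glia-like share 12.7% and 4.91%, the outer radial glia or astroglia-like share 3.83% and 9.58% and the intermediate progenitor-like share 11.1% and 8.03%, with intervals that did not overlap. The shares of the radial glia or astroglia-like classes together (16.5% and 14.5%), of cycling cells and of unnamed clusters had intervals that overlapped, and a mesenchymal-like cluster was named in replicate 2 alone (1.73%). A mesenchymal-like cluster was named in 5 of these settings, at up to 2.68% of cells. No setting gave a GABAergic-like cluster.

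The mean share of cells with GABAergic markers was 6.16% at 1 marker and 1.01% without thinning, against 0.463%; it was 0.289% without replicate 1 and 0.638% without replicate 2. Leaving mitochondrial and ribosomal protein genes out gave an r of 0.9961. Genes at least 2-fold higher in replicate 1 and in replicate 2 numbered 46 and 57 at a minimum of 30 UMIs and 1 and 1 at 300. Random splits of the cells gave up to 14 genes each way at the minimum of 100 UMIs; the cause was not tested. The GABAergic marker GAD1 had 33 UMIs in 12 cells of replicate 1 and 36 UMIs in 24 cells of replicate 2. Whether depth or a small number of expressing cells limits the GABAergic markers was not tested.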

Other observations

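In this part, the tests of whether 1 library was deposited as both, of a shared pool of cells, of class composition, of short transcripts, of bare nuclei and of doublets were chosen after the result was seen, and that of low oxygen after its pattern was seen but before its result. No biological explanation was tested against a group, since the design gives 1 group. The technical and cellular explanations below are hypotheses made on the same data.

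In gene levels and joint cluster sizes the replicates were as alike as random splits of their cells. The files shared 5 barcodes, and the cells of a shared barcode had a median correlation of 0.572, against 0.598 for 1000 random pairs, which argues against 1 library deposited as both. Whether both libraries were drawn from 1 pool of cells cannot be told apart from parallel differentiations that vary less than the sampling of cells, since both predict the SD of log2 ratios of 0.121 seen between the replicates. The cluster sizes gave a chi-square value of 30.0, and 100 random splits gave 11.6 to 44.6.

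Ribosomal protein genes were an exception. The SD of their log2 ratio between the replicates across 84 genes was 0.0734, above the largest of 100 random splits (0.0563). RPS10 was lower in replicate 1 by a log2 ratio of -0.33 and RPL37 was higher by 0.20; both were chosen after their values were seen. The ratios in neuron-like cells correlated with those in progenitor or glia-like cells across 80 genes (Pearson 0.789, against -0.454 to 0.414 in random splits), which argues against class composition. Within the family, the 7 highest ratios were all of genes with a coding length up to 300 nt. The 10 such genes had a median log2 ratio 0.13 above that of the 70 others (random splits -0.0216 to 0.0198), at a limit chosen after the highest ratios were seen, though RPS21, RPL41 and RPS27L among them were near 0. Across the 80 genes the ratio was not related to coding length beyond chance (Spearman rho -0.222, splits -0.422 to 0.434). By annotated transcript length, the 17 genes of the family up to 600 nt did not differ from the 63 longer ones (-0.0067, splits -0.0104 to 0.0131). Among genes outside the family, the 119 with a coding length up to 300 nt were only 0.0187 above 2631 longer ones (splits -0.0375 to 0.0359), and the 107 with a transcript length up to 600 nt 0.0168 above 2643 longer ones (splits -0.035 to 0.0389). A different recovery of short transcripts cannot be told apart from a change in this family, because coding length is not transcript length and the annotated forms may not be those expressed (7686 nt for RPL37). Reads shared with processed copies, or a difference in library preparation, remain open and were not tested.

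A group of cells had almost no mitochondrial UMIs. Below a mitochondrial share of 0.3% lay 103 cells of replicate 1 and 107 of replicate 2, with median shares of 0.074% and 0.049%, against 3.0% and 2.94% in the other cells. Of these 210 cells, 100 were in the unnamed cluster led by DDIT3, CRYAB and BNIP3 and 50 in the glutamatergic neuron-like cluster led by CA9. Bare nuclei would hold few ribosomal protein transcripts, but the median share of these was higher than in the other cells by a mean of 2.11 percentage points (2.66 in replicate 1 and 1.55 in replicate 2), which argues against bare nuclei as the whole group. The share of the nuclear RNA MALAT1 went the other way, at 6.77% against 6.41% in replicate 1 and 7.70% against 6.44% in replicate 2, and the median UMI numbers were lower (7267 against 8313 and 6518 against 8146), so some nuclei among them stay possible. A response to low oxygen may accompany the loss. A list of 12 target genes of that response, written without looking at their values, though other genes of the response had been seen to lead these clusters, had a median log2 ratio of 1.85 between these cells and the others (1.95 in replicate 1 and 1.75 in replicate 2), above 100% of 10000 random lists matched on expression in both replicates. All 12 were higher in both. What lowers the mitochondrial UMIs in these cells stays open.

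The unnamed cluster of 61 cells with leading genes of radial glia had a median of 13636 UMIs. The sum of the medians of glutamatergic neuron-like (7286) and radial glia-like cells (6303.5) was close to it, a ratio of 1.003. Against a mixture of both classes in these proportions, its 7 markers of neurons of any kind had a median CPM ratio of 0.984 in replicate 1 and 0.877 in replicate 2, and its 9 radial glia markers of 0.987 and 0.941. Droplets that held 2 cells and were not marked by the doublet caller could give these values. The cluster held 36 cells of replicate 1 and 25 of replicate 2, which were not compared with an expected number of such droplets. It is therefore open whether doublets could account for the whole cluster. Cells passing between these states at a high UMI number were not excluded.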
